A study of Mus musculus with 16 samples. Its data were reported in "Dysfunctional ERG signaling drives pulmonary vascular aging and persistent fibrosis" (2022).

How the data were processed

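RNA was measured by sequencing in endothelial cells (ECs, the cells that line blood vessels) sorted from the lungs of young and aged mice. Bleomycin is a drug that injures the lung and causes fibrosis when it is delivered into the airways, and sham mice received the carrier alone. Per the labels, young mice were 2 months old and aged mice were 18 months old, and the strain was FVB. The 16 libraries fall into 4 groups by their titles: Young Sham (n = 5), Young Bleo (n = 4), Aged Sham (n = 3) and Aged Bleo (n = 4). According to the study's methods, the sorted cells were positive for CD31 (an endothelial surface protein) and negative for CD45 (leukocytes), EpCAM (epithelium) and a GFP reporter of the collagen gene Col1a1. The library kit is named differently in the labels (SMART-Seq cDNA with a Nextera library) and in the study's methods (TruSeq with poly(A) selection), and the data do not settle which was used.

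The authors aligned paired-end reads with STAR to the mouse genome mm10 and counted them per gene with Subread inside the MAPRSeq pipeline. The deposited table holds a raw read count and an FPKM value (fragments scaled by gene length and library total) for each of 43346 genes and 16 libraries. The annotation release, the strand setting and the rule for reads that map to several places are not stated by the authors, so genes with near-identical copies and genes that overlap on either strand are uncertain. The deposited counts are whole numbers whose totals differ between libraries. The deposited FPKM values follow from the counts, the gene length and a library total larger than the sum of the gene counts, which was 40.2% to 44.7% of that total. Every library has 0 counts on mitochondrial genes in this table, so the mitochondrial share could not be used as a quality measure. A further 68 gene symbols occur more than once in the table, and genes were therefore handled by identifier. Coordinates are those of the deposited table, on mm10.

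Total counts per library ranged from 20.9 to 71.0 mega-counts, and 15092 to 17259 genes per library had at least 10 counts. The 10 genes with the most counts took 5.21% to 8.63% of a library. Replicates were compared in pairs before they were averaged. The chi-square per degree of freedom between replicate counts was 35.1 to 459 and the Spearman correlation was 0.951 to 0.984, so every pair differed by more than sampling noise and each library counted as 1 replicate. The numbers in the library titles do not repeat between groups and pair no libraries. The labels give no sequencing batch or date.

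Genes were tested with DESeq2 (version 1.42.0, R 4.3.3) on the deposited counts, with its size factors, a Wald test, unshrunken log2 fold changes, the default filter on Cook's distance and independent filtering. DESeq2 was taken as the principal test because the study's methods name it. All 16 libraries entered a single model with group as its only term, so that the groups shared one estimate of spread per gene. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 0.5. An adjusted p that DESeq2 withheld was left out. There were 5 pairwise comparisons, and a 6th contrast tested the difference of the bleomycin responses, aged minus young. These choices, the gene lists and the rule for naming genes were fixed before the data were examined. The rule took, for each contrast, the 3 called genes with the highest and the 3 with the lowest log2 fold change among those with a mean normalized count of at least 50 and, for pairwise comparisons, no overlap between the groups, together with Erg and genes that the study names. Not every gene that this rule gives is reported here. Where all libraries of a group were at or under 3 counts, the fold is given as a lower bound against that floor.

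The tests were tried on simulated counts for the 43346 genes, drawn from the real means, spreads and library sizes, with 200 genes changed by known folds. For Aged Sham against Young Sham, DESeq2 recovered 156 of the 200 changed genes, but 55 of its 211 calls were false. For Young Bleo against Young Sham it recovered 158, with 53 false calls among 211. With no gene changed it still made 16 calls. In the same simulation edgeR recovered 132 with 4 false calls among 136, recovered 141 with 3 false calls among 144, and made 0 calls with no gene changed. DESeq2 thus called more false genes in this simulation than its nominal rate of 0.05 allows, and its counts of genes are upper readings beside those of edgeR.

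List scores were the mean over a list's genes of log2(normalized count + 1). Scores were compared with two-sided exact permutation tests. The study's own lists cover innate immunity, oxidative stress, endothelial genes, proliferation, cytoskeleton and cell migration, and basement membrane. They hold 10 genes each, except for 8 in the basement membrane list, and since the study chose them on these libraries they are not independent evidence. Marker lists were written for general capillary (gCap), aerocyte capillary (aCap), pan-endothelial and lymphatic endothelial cells, and for macrophage, platelet and megakaryocyte, fibroblast, mural, epithelial, mesothelial, erythroid, T and B cell, neutrophil, sex and dissociation genes. Principal components were taken from log2(normalized count + 1) of the 500 genes with the largest variance. Comparisons that share the Young Sham libraries also share their chance error. Their value with no change was therefore taken from 8 simulated data sets in which all 16 libraries were drawn from the Young Sham means. An earlier version of that simulation kept the real Young Sham counts, which removes the shared error, and it was replaced.

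The alternatives were edgeR's quasi-likelihood test (version 4.0.16) with TMM factors, limma voom with sample quality weights (version 3.58.1), limma-trend on log2(FPKM + 1) and log2(FPKM + 0.1) for genes with an FPKM of at least 1 in at least 3 libraries, TMM factors in DESeq2, a minimum of 10 counts in at least 3 libraries, no Cook's filter, other fold thresholds, each pair of groups fitted alone, and leaving out each library in turn. Corrections for GC content and gene length and a thinning of all libraries to the smallest total were added after the data had been seen. The GC and length offsets were run first without centring. They shifted the median of all genes, and offsets centred on each library's median were then added, so both versions are given. The number of other splits of the libraries was limited to 60 per comparison for reasons of running time. The choice of cell-type tests and the criteria by which they were read were made after the values had been seen.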

Results

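The transcriptome of freshly sorted lung ECs was measured in 16 libraries, 1 per mouse sample, from young and aged mice after sham treatment or bleomycin. Total counts per library, in mega-counts (M), averaged 41.2 ± 12.3 M in Young Sham (SD, n = 5), 45.1 ± 6.90 M in Young Bleo (SD, n = 4), 38.5 ± 13.5 M in Aged Sham (SD, n = 3) and 59.1 ± 8.66 M in Aged Bleo (SD, n = 4). The deepest library held 3.40 times the counts of the shallowest. All values below come from deposited read counts after DESeq2 normalization unless FPKM is named, and adjusted p-values are those of the DESeq2 Wald test with Benjamini-Hochberg adjustment.

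The first question was how the libraries group by injury and by age. The first principal component held 39.7% of the variance, and injury accounted for 76.8% of its variance across libraries (exact permutation test, p = 0.00031). Age accounted for 10.6% of that component (exact permutation test, p = 0.214). The second component held 12.9% of the variance, of which age accounted for 74.5% (exact permutation test, p = 0.00017). The bleomycin libraries were spread widely along the first component. Their scores had an SD of 18.1 in Young Bleo (n = 4) and 26.6 in Aged Bleo (n = 4), against 4.33 in Young Sham (n = 5).

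**Figure D1:**
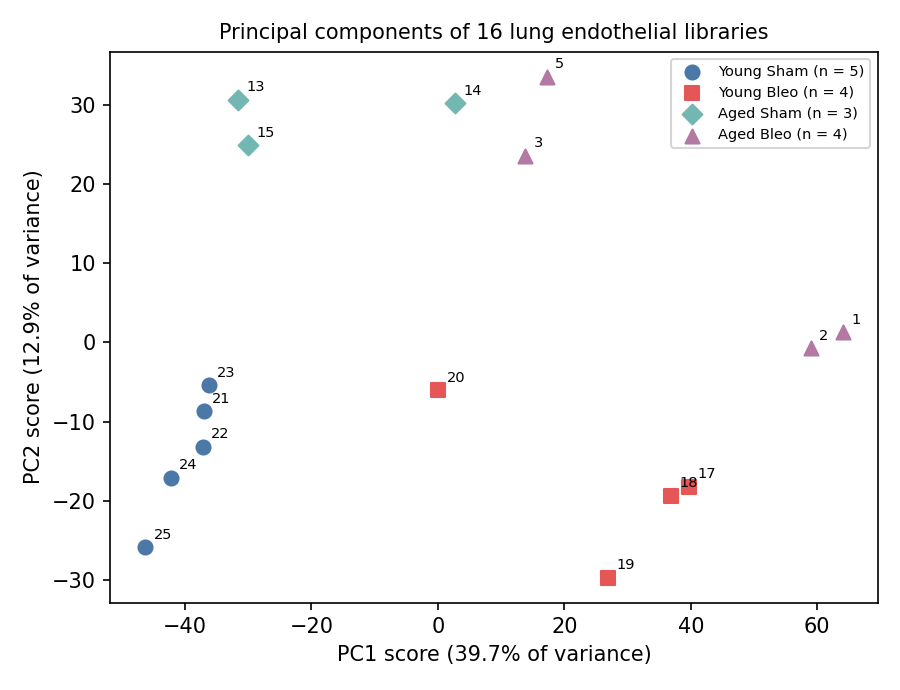
Scores of the 16 libraries on the first and second principal components of log2(normalized count + 1) of the 500 most variable genes; each point is 1 library, marked by group and numbered as in its title. Along the first axis (39.7% of variance) the injured libraries tended to higher scores, although Aged Sham 14 (2.71) lay above Young Bleo 20 (0.0709). Along the second (12.9%) every aged library lay above every young one.

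The effect of age without injury was taken from Aged Sham against Young Sham. There were 621 genes called, 415 higher and 206 lower in Aged Sham, out of 18515 tested by DESeq2. The alternative that moved this count most was limma-trend on log2(FPKM + 0.1), which called 125. With edgeR 158 genes were called, and all 158 were among the 621. Many of these calls depended on single libraries, most of all on Aged Sham replicate 14. Without it there were 369 genes called, 197 higher and 172 lower, and 238 of the 415 higher genes were no longer called. Of the 621 calls, 273 were kept in that fit. Without Aged Sham replicates 13 and 15 in turn, 394 and 424 were kept, and without single Young Sham libraries from 430 to 531. Of the 56 splits of the 8 libraries into groups of these sizes, only the real split gave as many genes.

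Among the genes with the largest increase was Dmkn (ENSMUSG00000060962, chromosome 7, 30763756 to 30781063, protein-coding), which had a normalized count of 144 ± 58.6 in Aged Sham (SD, n = 3) and 0.659 ± 1.47 in Young Sham (SD, n = 5). Its log2 fold change was 7.45 (SE 0.946) with an adjusted p of 1.6e-11. The gene C130026I21Rik (chromosome 1, 84992690 to 85270566) was at least 46.0-fold higher in Aged Sham (adjusted p = 1.4e-10; 25.9-fold without replicate 14), and its neighbour Gm2619 (chromosome 1, 85308659 to 85327306, annotated as a transcribed pseudogene) rose by a log2 fold change of 6.40 (SE 0.837, adjusted p = 4.6e-11). Both lie in a region with near-identical copies, so the split of their reads is uncertain. The largest decreases were in Zfp711 (chromosome X, 112600526 to 112635070), which was at least 20.9-fold lower in Aged Sham (adjusted p = 7.7e-07; 13.5-fold without Young Sham replicate 22), Camk4 (log2 fold change -4.12, SE 1.03, adjusted p = 0.0052) and the gene listed as BEGAIN (log2 fold change -3.54, SE 0.693, adjusted p = 7.6e-05). Under edgeR the adjusted p was 0.099 for Camk4 and 0.055 for BEGAIN.

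The study's lists of genes that change with age were scored next. The innate immunity score was 10.1 ± 0.215 in Aged Sham (SD, n = 3) and 7.63 ± 0.285 in Young Sham (SD, n = 5), a difference of 2.46 log2 units (exact permutation test, p = 0.036; 0.046 after adjustment over 9 list scores). The oxidative stress score was higher by 2.19 and the endothelial genes score changed by -1.29, each with the same exact p of 0.036 and adjusted value of 0.046. This p is the smallest that 3 against 5 libraries allow. Among the 10 members of each list, DESeq2 called 9 innate immunity genes higher, 7 oxidative stress genes higher and 7 endothelial genes lower over all genes tested, and 10, 10 and 10 respectively when adjusted over the list alone.

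Individual members were examined in the same fit. Ifit1 (ENSMUSG00000034459) averaged 1329 ± 237 in Aged Sham and 529 ± 138 in Young Sham, with a log2 fold change of 1.33 (SE 0.225, adjusted p = 1.5e-06). C3 changed by 1.83 (SE 0.374, adjusted p = 0.00020) and Nox4 by 1.45 (SE 0.460, adjusted p = 0.047). The Nox4 call was lost under edgeR (adjusted p = 0.157) and without Aged Sham replicate 13 (adjusted p = 0.158), and it was also lost without most other single libraries. Aplnr (ENSMUSG00000044338, chromosome 2, 85136225 to 85139923) averaged 4233 ± 1196 in Aged Sham and 10718 ± 2291 in Young Sham, a log2 fold change of -1.34 (SE 0.277, adjusted p = 0.00023). Tek (ENSMUSG00000006386, chromosome 4, 94739289 to 94874976) changed by -0.79 (SE 0.203, adjusted p = 0.0066). The Tek call was lost under edgeR (adjusted p = 0.079) and without Aged Sham replicate 13 (log2 fold change -0.60, adjusted p = 0.076).

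**Figure D2:**
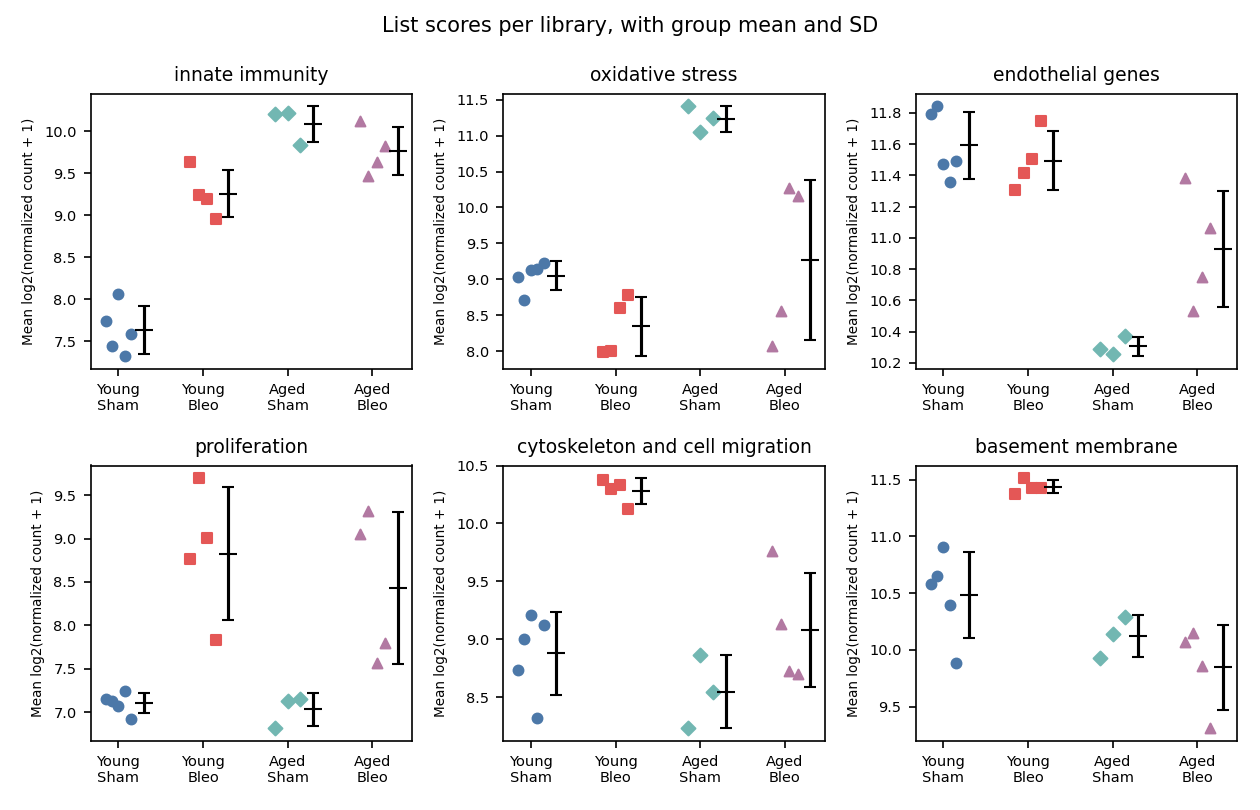
Scores of the 6 lists that the study names, as mean log2(normalized count + 1) over the genes of a list; points are libraries and bars are the group mean ± SD. The innate immunity score in Aged Sham lay above every Young Sham library, and the cytoskeleton score in Young Bleo lay above every library of the other groups.

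The transcription factor ERG, which is central to the study, was followed at the level of its own transcript. Erg (ENSMUSG00000040732, chromosome 16, 95359169 to 95586593, protein-coding) had a normalized count of 1213 ± 247 in Young Sham (SD, n = 5), 1956 ± 190 in Young Bleo (SD, n = 4), 1928 ± 190 in Aged Sham (SD, n = 3) and 1750 ± 163 in Aged Bleo (SD, n = 4). Against Young Sham, its log2 fold change was 0.67 (SE 0.162, adjusted p = 0.0030) in Aged Sham, 0.69 (SE 0.148, adjusted p = 0.00011) in Young Bleo and 0.53 (SE 0.148, adjusted p = 0.0061) in Aged Bleo. Aged Bleo did not differ detectably from Aged Sham (-0.14, adjusted p = 0.740) or from Young Bleo (-0.16, adjusted p = 0.818). The difference of its bleomycin responses, aged minus young, was -0.83 (SE 0.224) and was not called (adjusted p = 0.051). In deposited FPKM the means were 3.48 ± 0.809 in Young Sham, 5.67 ± 0.425 in Young Bleo, 4.99 ± 0.194 in Aged Sham and 4.95 ± 0.335 in Aged Bleo. The increase in Aged Sham had an adjusted p of 0.056 under edgeR. The increase in Aged Bleo was 0.42 (adjusted p = 0.075) with uncentred GC and length offsets and 0.54 (adjusted p = 0.0095) with centred offsets, so this call depended on how the offsets were set.

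**Figure D3:**
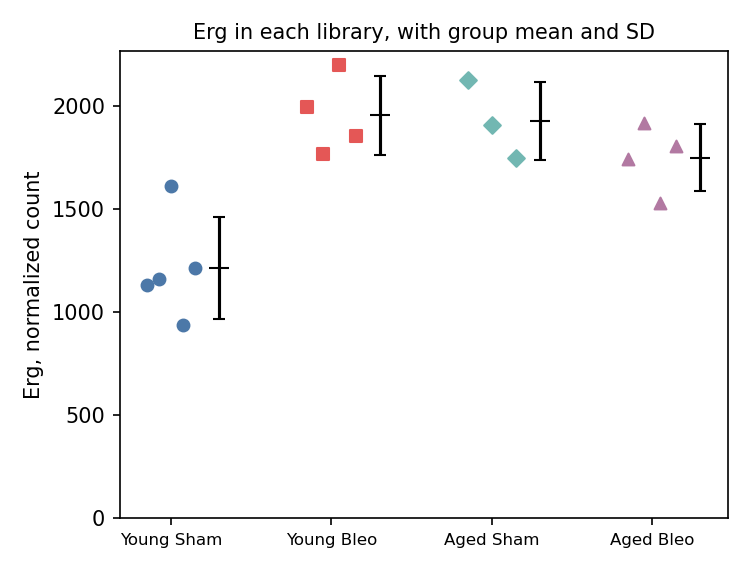
Normalized counts of Erg in each of the 16 libraries; points are libraries and bars are the group mean ± SD. The mean was 1213 in Young Sham and between 1750 and 1956 in the other groups.

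The responses to bleomycin were compared with uninjured young cells, as in the study. Young Bleo differed from Young Sham in 2578 genes, 1402 higher and 1176 lower. Aged Bleo differed from Young Sham in 1800 genes, 1219 higher and 581 lower. The counts under edgeR were 1793 and 1043. For each comparison, only the real split among 60 drawn splits of the 9 libraries gave as many genes.

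The macrophage elastase gene Mmp12 (ENSMUSG00000049723, chromosome 9, 7344381 to 7369499) was at least 1139-fold higher in Young Bleo and at least 725-fold higher in Aged Bleo than in Young Sham, with adjusted p-values of 2.1e-10 and 1.7e-09. Single libraries carried much of these bounds, which were 292-fold without Young Bleo replicate 17 and 401-fold without Aged Bleo replicate 1. Its counts varied widely, at 4075 ± 6097 in Young Bleo (SD, n = 4) and 2593 ± 2329 in Aged Bleo (SD, n = 4). Tnfrsf9 was at least 48.0-fold higher in Young Bleo and at least 68.3-fold higher in Aged Bleo. These bounds were 32.3-fold without Young Bleo replicate 17 and 51.5-fold without Aged Bleo replicate 5, and 1 Young Bleo library (2.32) lay under the floor of 3.58. The other large increases were in B430306N03Rik (at least 26.8-fold in Young Bleo, 23.6-fold without replicate 18) and Wfdc17 (log2 fold change 10.33, SE 1.55 in Aged Bleo). The largest decreases in Young Bleo were in Grik3 (log2 fold change -5.94, SE 0.545), Lipg (-5.21, SE 0.944) and 9230104L09Rik (-4.73, SE 0.668). In Aged Bleo they were in Clstn2 (-5.34, SE 1.00), Lipg (-4.95, SE 0.932, but -8.76 without Aged Bleo replicate 5) and Vtn (-4.54, SE 0.696). All of these had adjusted p-values of at most 9.5e-06 in DESeq2. The chemokine gene Cxcl12 (ENSMUSG00000061353, chromosome 6, 117168535 to 117181367) rose by a log2 fold change of 3.35 (SE 0.501, adjusted p = 7.5e-09) in Young Bleo and 2.66 (SE 0.501, adjusted p = 9.3e-06) in Aged Bleo, and these groups did not differ detectably (-0.69, SE 0.528, adjusted p = 0.743).

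Both sets of calls were then overlapped. There were 795 genes higher in both bleomycin groups, 607 higher in Young Bleo alone and 424 higher in Aged Bleo alone. There were 347 genes lower in both, 829 lower in Young Bleo alone and 234 lower in Aged Bleo alone. Simulated unchanged groups that shared the same controls gave on average 2.0 shared higher and 1.1 shared lower genes. They held on average only 16.75 and 20.25 calls per comparison. These values are therefore no baseline for the overlap of lists as long as the real ones. A call in one group alone was not a difference between the groups. Of the 607 genes higher in Young Bleo alone, 33 were also called between Aged Bleo and Young Bleo. That was the case for 41 of the 424 genes higher in Aged Bleo alone, 54 of the 829 lower in Young Bleo alone and 28 of the 234 lower in Aged Bleo alone. Across 18515 genes, which are not independent replicates, the log2 fold changes of both groups against Young Sham had a Pearson correlation of 0.71 and a Spearman correlation of 0.67. The Pearson value in simulated unchanged groups was 0.46, owing to the shared controls. With each age set against its own sham libraries, the Pearson correlation was 0.40 and the Spearman correlation 0.41, and the simulated Pearson value was -0.0086. Over the 13760 genes with a mean normalized count of at least 50 the Pearson correlation was higher, at 0.83 with Young Sham for both (simulated 0.46) and 0.69 with own-age sham libraries (simulated -0.0030).

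The study's 3 lists of angiogenesis genes were scored against Young Sham. The proliferation score rose by 1.72 in Young Bleo and 1.33 in Aged Bleo (exact permutation test, p = 0.016 for each; 0.036 after adjustment over 9 list scores). The cytoskeleton and cell migration score was 10.3 ± 0.111 in Young Bleo (SD, n = 4), 9.08 ± 0.495 in Aged Bleo (SD, n = 4) and 8.88 ± 0.359 in Young Sham (SD, n = 5). The difference was 1.40 in Young Bleo (exact p = 0.016, adjusted 0.036) and 0.20 in Aged Bleo (exact p = 0.540). The value in Aged Bleo became -0.03 without replicate 1. The basement membrane score rose by 0.95 in Young Bleo (exact p = 0.016, adjusted 0.036). In Aged Bleo it changed by -0.64, with an exact p of 0.048 that did not pass the adjustment (0.054). Called members over all genes tested numbered 8 and 9 higher of 10 for proliferation in Young Bleo and Aged Bleo. They numbered 9 higher and 0 higher of 10 for cytoskeleton and cell migration, and 3 higher and 0 higher of 8 for basement membrane, with 3 basement membrane members lower in Aged Bleo. Adjusted over the list alone, 10 and 9 proliferation genes, 9 and 1 cytoskeleton genes, and 3 and 1 basement membrane genes were higher. In Aged Bleo 4 basement membrane genes and 1 cytoskeleton gene were lower by that adjustment.

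Top2a (ENSMUSG00000020914) rose by 1.72 (SE 0.405, adjusted p = 0.00054) in Young Bleo and 1.45 (SE 0.405, adjusted p = 0.0064) in Aged Bleo, and the latter was not called without Aged Bleo replicate 1 (adjusted p = 0.101) or replicate 2 (adjusted p = 0.070). Evl (ENSMUSG00000021262, chromosome 12, 108554720 to 108688513) rose by 0.81 (SE 0.298, adjusted p = 0.045) in Young Bleo and changed by -0.88 (SE 0.299, adjusted p = 0.035) in Aged Bleo. Neither Evl call held under edgeR, with adjusted p-values of 0.080 and 0.089, or without most single libraries. Evl was already lower in Aged Sham than in Young Sham (-2.0, SE 0.331, adjusted p = 7.8e-07), and against Aged Sham it rose in Aged Bleo by 1.12 (SE 0.346, adjusted p = 0.026). That rise was not called under edgeR (adjusted p = 0.101). It was also lost without Aged Bleo replicate 1 (0.78, adjusted p = 0.192) and without Aged Sham replicate 15 (0.79, adjusted p = 0.177). Col4a1 (ENSMUSG00000031502, chromosome 8, 11198423 to 11312826) rose by 1.27 (SE 0.269, adjusted p = 9.2e-05) in Young Bleo, and its change of 0.49 in Aged Bleo was not called (SE 0.269, adjusted p = 0.268). Against Aged Sham, Col4a1 rose in Aged Bleo by 1.25 (SE 0.307, adjusted p = 0.0029), which edgeR did not call (adjusted p = 0.055). The reading of these genes in aged cells therefore depends on which sham libraries serve as the baseline.

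Aged cells were also compared with their own sham libraries. Aged Bleo differed from Aged Sham in 1080 genes, 628 higher and 452 lower. This count was less stable than those above. With edgeR 146 genes were called, with limma voom 0 (2633 at an unadjusted p under 0.05), and 3 of the 35 splits of the 7 libraries gave as many genes as the real one. Havcr2 and Siglec1 were at least 31.6-fold and 43.7-fold higher in Aged Bleo (14.9-fold and 26.5-fold without Aged Bleo replicate 1), and Mmp12 rose by a log2 fold change of 7.41 (SE 1.72, adjusted p = 0.0015). Among the lower genes, Adcy5 and Accsl had log2 fold changes of -3.10 and -3.07. Neither of these decreases was called under edgeR, and Accsl changed by -1.38 (adjusted p = 0.143) without Aged Sham replicate 14. Tek rose by 1.01 (SE 0.212, adjusted p = 0.00038) and in Aged Bleo was not detectably different from Young Sham (0.21, adjusted p = 0.554).

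Injured cells of both ages were compared directly. Aged Bleo differed from Young Bleo in 190 genes, 114 higher and 76 lower, while edgeR called 8, and 6 of the 35 splits of the 8 libraries gave as many. Leaving out single libraries gave from 109 genes (without Young Bleo replicate 19) to 469 (without Young Bleo replicate 20). Grik3 (ENSMUSG00000001985, chromosome 4, 125490700 to 125714173) was higher in Aged Bleo, at 108 ± 64.9 against 4.46 ± 3.06 (SD, n = 4 each), a log2 fold change of 4.58 (SE 0.566, adjusted p = 1.1e-11 in DESeq2). Gm2619 and C130026I21Rik were higher by 4.52 and 3.78. Zfp711, Hspb7 and Chp2 were lower, with log2 fold changes of -3.55, -2.57 and -2.45. Of these 6 genes, Grik3 alone was called under edgeR. Evl was lower in Aged Bleo by a log2 fold change of -1.69 (SE 0.315, adjusted p = 8.0e-05), with an adjusted p of 0.059 under edgeR.

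Whether the response itself differed with age was tested as the difference of the responses. DESeq2 called 74 genes, 26 with a higher and 48 with a lower response in aged cells. With edgeR 1 gene was called, limma voom called 2, and 7 of 60 drawn splits gave as many. The highest differences were in Grik3 (4.80, SE 0.741), Agtr1a (3.94, SE 0.883) and Sntb1 (3.29, SE 0.801), and the lowest in Dmkn (-7.28, SE 1.11), Msln (-5.67, SE 1.47) and Upk3b (-4.73, SE 1.08). None of these 6 was called under edgeR. The list scores did not differ in their response between the ages for proliferation (-0.33, permutation p = 0.627), cytoskeleton and cell migration (-0.87, permutation p = 0.132) or basement membrane (-1.23, permutation p = 0.064). The members of the last 2 lists leaned toward a lower response in aged cells. All 8 basement membrane genes had a negative difference (median -1.14), 5 of them lower when adjusted over the list alone and 1 (Dcn) over all genes tested. For cytoskeleton and cell migration 8 of 10 genes were negative and 2 were lower over the list alone. For proliferation 7 of 10 were negative, without a call by either adjustment. With own-age sham libraries as the baseline, a difference was thus not detectable in the scores, while single basement membrane genes had one. The permutations of these scores exchanged age labels within bleomycin and within sham libraries. An age effect shared by both treatments widens their spread, so a true difference of responses could be missed.

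**Figure D4:**
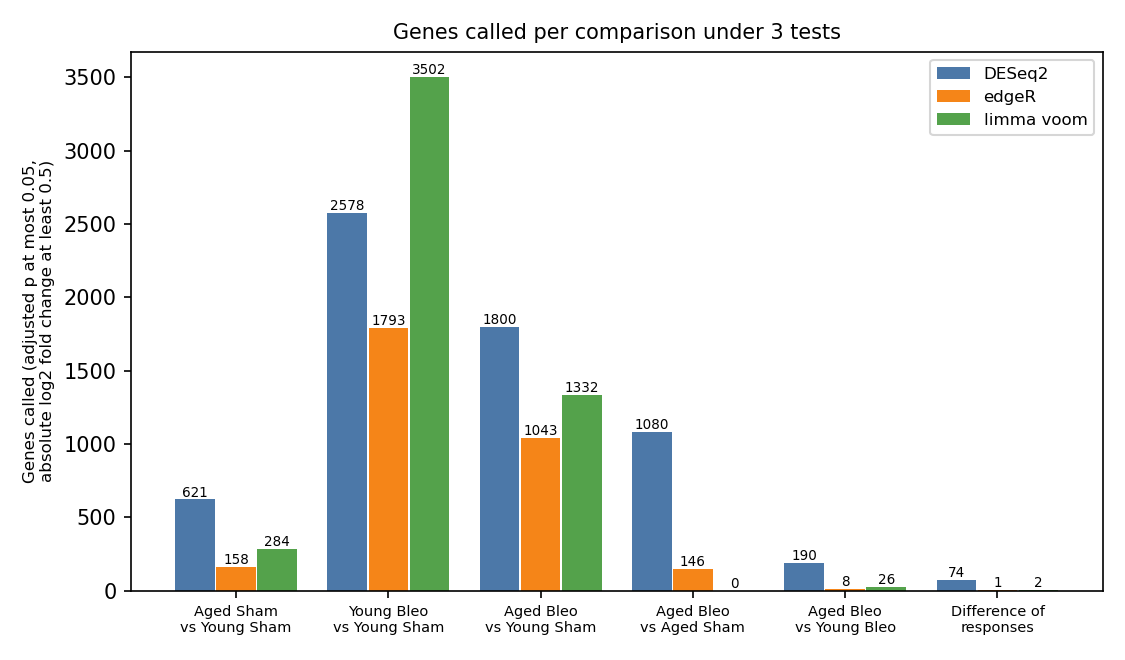
Number of genes called in each of the 6 contrasts under DESeq2, edgeR and limma voom with sample quality weights, all at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 0.5. Counts ranged from 2578 in Young Bleo against Young Sham to 74 for the difference of responses under DESeq2.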

Values the study reported

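For uninjured cells, the study gave 715 genes that differed between aged and young mice, of which 465 were higher and 250 lower with age. After bleomycin it counted 387 genes as higher only in young cells, 468 as higher only in aged cells and 613 as higher in both. The corresponding counts of lower genes were 513, 252 and 359.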

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

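All tests in this part were chosen after the results they bear on had been seen.

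The erythroid list score of Young Bleo 17 lay apart from the other Young Bleo libraries. It was 9.93 against 7.71 to 7.92 in the others, a gap of 0.905 of the group's range. This was the only such library among 75 groups of values examined, where chance alone gives 3.75. Aged Sham, with 3 libraries, was not among these groups. The platelet score of Aged Sham 14 (14.6, against 12.5 and 12.4 in replicates 13 and 15) was therefore not screened. The abundant hemoglobin gene Hba-a1 reached 28100 normalized counts in Young Bleo. RNA of red blood cells was tested on 8 erythroid genes outside the list, of which at least 6 were to be highest in this library among the 4 Young Bleo libraries. Of these genes 3 were, and 4 had 0 counts in it. RNA of red blood cells as a technical source cannot be told apart from other causes, because these 4 genes are near the floor. This test replaced a count over the genes of the list itself, which restated the pattern. High erythroid scores are not particular to this library. The Aged Sham scores were 9.0 to 10.1, a difference of 2.39 from Young Sham (exact permutation test, p = 0.036), and Hba-a1 reached 28909 there. No biological explanation was tested.

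The difference of the bleomycin responses, aged minus young, reached the threshold in 74 genes under DESeq2. Chance assignment of libraries is not excluded as the source, since 7 of 60 drawn splits gave as many genes, and other splits reached up to 442. These splits exchanged age labels within each treatment, so age effects shared by both treatments enter them. The count was 1 under edgeR and 0 under limma-trend on log2(FPKM + 1), where 850 genes had an unadjusted p under 0.05. Without Young Bleo replicate 20 it was 226. These fits were among the alternatives fixed before the data were examined, an exception to the statement that opens this part. A different response with age stays open and these counts give little evidence for it.

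The innate immunity list responded differently in young and aged cells. The score rose by 1.63 in Young Bleo against Young Sham and changed by -0.32 in Aged Bleo against Aged Sham, a difference of -1.95 (permutation test, p = 0.030). After adjustment over 21 lists the value was 0.213, so it does not pass the correction. From deposited FPKM the difference was -1.11 (permutation p = 0.057), which has the same sign but lies just past the threshold. A scaling common to all genes would shift every gene alike. The median difference of all genes was 0.0032 from counts in DESeq2 and 0.067 on log2(FPKM + 1). Beside the list's -1.95, these medians argue against such a scaling as the whole cause for this list. Effects of normalization that differ between genes were not separated from an age effect. The aged baseline was already high, which fixes part of the difference in response. All 10 members had a negative difference (median -2.12). Of these, 9 were lower when adjusted over the list alone and 3 (Ltc4s, C3 and Serpina3n) over all genes tested. An effect of age stays open, since the score did not pass the correction. Permutations of this score exchanged age labels in the sham libraries as well, so the rise with age without injury widens their spread.

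The fibroblast list differed in its response by -1.41 (permutation test, p = 0.0097; 0.102 after adjustment over 21 lists). The score changed by 0.18 in young and -1.23 in aged cells. The 8 fibroblast genes that the basement membrane list does not hold were lower in Aged Bleo than in Young Sham, with a score difference of -0.72 (exact permutation test, p = 0.032). A smaller admixture of fibroblast RNA in Aged Bleo may account for this, and lower expression of these genes in endothelial cells was not separated from it.

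The mesothelial list differed most, by -5.31 (permutation test, p = 0.00077; 0.016 after adjustment over 21 lists). Its score rose by 3.88 in young cells and changed by -1.43 in aged cells. Msln averaged 44.9 ± 45.7 normalized counts in Young Sham against 953 ± 562 in Aged Sham. Msln, Upk3b and Dmkn had the lowest differences of response, and the first 2 are in the list. Of the 4 other mesothelial genes, 3 were higher in all Aged Sham libraries than in all Young Sham libraries, and 3 were in Young Bleo. RNA of mesothelial cells, the lining of the lung surface, is therefore a candidate source of Msln and Upk3b in these 2 groups. In Aged Bleo 1 of the 4 genes was, and mesothelial RNA cannot be told apart from other causes there, because the libraries overlap. Aged Bleo 2 had a mesothelial score of 4.16, within the Young Sham range of 2.01 to 5.50, and an Msln count of 35.4 against at most 119 in Young Sham. Its Dmkn count was 65.6, against at most 3.30 in Young Sham, so Dmkn did not follow the mesothelial genes in this library. With 1 such library, mesothelial RNA cannot be told apart from another source of Dmkn. These tests replaced a count over all 6 genes of the list (5 in Aged Sham), which included Msln and Upk3b. An age or injury effect on mesothelial cells stays open.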

How the results depend on the processing

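The corrections for GC content and gene length, the thinning of counts and the lower bounds of folds without single libraries were chosen after seeing the data, and the other alternatives were fixed before. Counts of genes depended on the test more than on any normalization or filter tried here within DESeq2. TMM factors, a minimum of 10 counts, no Cook's filter, no fold threshold, thinned counts and GC and length offsets each kept all 6 counts within 1.5 times the DESeq2 value. No paired analysis was possible because the library numbers do not repeat between groups.

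With edgeR the counts fell from 621 to 158 for Aged Sham against Young Sham (128 higher, 30 lower), from 1800 to 1043 for Aged Bleo against Young Sham, from 1080 to 146 for Aged Bleo against Aged Sham, from 190 to 8 for Aged Bleo against Young Bleo and from 74 to 1 for the difference of responses. The shared calls fell from 795 to 503 higher and from 347 to 160 lower. In simulated data edgeR made few false calls and DESeq2 made many, which is in line with part of the gap. With limma voom the count rose from 2578 to 3502 for Young Bleo against Young Sham, and fell to 1332 for Aged Bleo against Young Sham. It was 284 for Aged Sham against Young Sham, 0 for Aged Bleo against Aged Sham, 26 against Young Bleo and 2 for the difference, and 2633 genes had an unadjusted p under 0.05 where 0 were called. On log2(FPKM + 1) they were 146, 1473, 834, 321, 48 and 0 in the order of the report's contrasts (Aged Sham, Young Bleo and Aged Bleo against Young Sham, Aged Bleo against Aged Sham and Young Bleo, difference), and on log2(FPKM + 0.1) they were 125, 1687, 865, 400, 24 and 0. At an unadjusted p under 0.05 the last contrast had 850 and 831 genes. At an absolute log2 fold change of at least 1, there were 1564 genes for Young Bleo, 1198 for Aged Bleo against Young Sham and 716 against Aged Sham. With only the 2 groups of a comparison in the fit and the 0.5 threshold, the 5 pairwise counts were 801, 3152, 2058, 647 and 232 in place of 621, 2578, 1800, 1080 and 190.

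Scaling moved the balance of higher and lower calls. Uncentred GC and length offsets shifted the median log2 fold change of all genes in Aged Bleo against Young Sham from 0.02 to -0.12. The higher share of calls was then 53.9% for Aged Sham against Young Sham in place of 66.8%, 43.4% for Young Bleo in place of 54.4%, 44.3% for Aged Bleo in place of 67.7%, 45.6% for Aged Bleo against Aged Sham in place of 58.1% and 46.4% against Young Bleo in place of 60%. Centred offsets, added after this was seen, gave 65.8%, 55.7%, 66.6%, 58.5% and 55.3%. Erg in Aged Bleo against Young Sham was 0.42 (adjusted p = 0.075) with uncentred and 0.54 (adjusted p = 0.0095) with centred offsets. The call of Erg in this group therefore rests on whether a shift common to all genes is removed, a choice made after the first value was known. On log2(FPKM + 1) the higher share was 52.1% for Aged Sham against Young Sham (76 higher, 70 lower), where the median of all genes was -0.09, 71.3% for Aged Bleo against Aged Sham and 41.7% against Young Bleo. On log2(FPKM + 0.1) these shares were 55.2%, with a median of -0.12, 77.3% and 50%. The edgeR share was 81.0% for Aged Sham against Young Sham and 87.5% for Aged Bleo against Young Bleo.

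Single libraries were left out in turn. Aged Sham against Young Sham then gave from 369 (without Aged Sham replicate 14) to 676 genes, and Young Bleo against Young Sham from 1807 to 3339. Aged Bleo against Young Sham gave from 1048 (without Aged Bleo replicate 1) to 2274, with 1113 without replicate 2. Aged Bleo against Aged Sham gave from 474 (without Aged Bleo replicate 1) to 1492, with 657 without Aged Sham replicate 15. Aged Bleo against Young Bleo gave from 109 to 469 (without Young Bleo replicates 19 and 20), with 360 without Aged Bleo replicate 1 and 115 without replicate 5. The difference of responses gave from 36 to 226 (without Young Bleo replicates 19 and 20), and 45 without replicate 17 or 18. Shared calls ranged from 508 to 933 higher and from 176 to 543 lower, the lowest in both without Aged Bleo replicate 1, and 193 lower without replicate 2. The correlation of responses ranged from 0.38 to 0.57 with own-age sham libraries and from 0.66 to 0.76 with Young Sham for both. It was 0.47 with own-age sham libraries and a minimum of 10 counts.

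The difference of the cytoskeleton score between Aged Bleo and Young Sham reversed to -0.027 without Aged Bleo replicate 1, and ranged up to 0.33 over these fits. The lower basement membrane score in Aged Bleo was -0.31 from FPKM (exact p = 0.079), and from -0.79 to -0.46 without single libraries. In 8 of these 9 fits its exact p lay above 0.05. Erg in Aged Sham had an adjusted p of 0.056 under edgeR (0.66), and in Aged Bleo its log2 fold change ranged from 0.45 to 0.65 without single libraries. It fell under the 0.5 threshold without Aged Bleo replicate 2 (0.48) and without Young Sham replicate 24 (0.45). The other list scores and the links of the principal components with injury and age kept their direction and their side of the threshold in all alternatives that could give a p-value of at most 0.05. Among 56 values of single genes, 23 lost their call under edgeR and 12 lost it in at least 1 fit without a library, and none reversed. The causes of these changes were not tested.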

Other observations

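Fits without single libraries had been fixed before the data were examined. All other tests in this part were chosen after the results they bear on had been seen. They were part of a wider search over 105 tests of list scores, 21 tests of list responses, 6 partial lists in 5 comparisons and 10 measures fitted with a covariate. None of the 105 list tests passed a Benjamini-Hochberg adjustment over all of them (lowest value 0.083). The group sizes allow no exact p below 0.016 for the bleomycin groups against Young Sham. For Aged Bleo against Aged Sham they allow none below 0.057. This adjustment was therefore hard to pass whatever the effects. Genes examined for a strain difference, including Nnt and Wdfy1, were also looked at and gave nothing that is reported.

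The number of genes lower in Young Bleo alone was 829 here. That is higher than the value quoted from the study above. The number of genes higher in Young Bleo alone was 607 here. That is also higher than the value quoted from the study above.

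Other splits of the libraries bear on the counts of called genes. For Aged Sham against Young Sham 1 of 56 splits, for Young Bleo 1 of 60 and for Aged Bleo against Young Sham 1 of 60 gave as many genes, the real split in each case. For Aged Bleo against Aged Sham 3 of 35 splits gave as many (up to 1225 genes), and for Aged Bleo against Young Bleo 6 of 35 (up to 1376). The counts of the last 2 comparisons are therefore within what arbitrary splits of these libraries give.

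The bleomycin libraries were not alike in their aCap transcripts. The aCap score was 12.6, 13.3, 15.3 and 15.1 in Aged Bleo 1, 2, 3 and 5, and 12.5, 12.8, 13.1 and 14.9 in Young Bleo 17, 18, 19 and 20, against 15.6 to 15.8 in Young Sham. Car4, an abundant gene of this list, ranged from 26576 to 177641 normalized counts in Aged Bleo. A smaller loss of aCap transcripts in some Aged Bleo libraries could lie behind the age differences after injury. With the aCap score as a covariate over the 8 bleomycin libraries, the cytoskeleton score was still different in aged cells by -1.03 (permutation test over 70 splits, p = 0.029) and the basement membrane score by -1.50 (p = 0.029), which argues against it for these lists. For Cxcl12 the difference was -0.49 (permutation p = 0.229), against -1.13 (exact p = 0.257) without the covariate. A smaller loss of aCap transcripts cannot be told apart from age for this gene, because no difference was detectable with or without the covariate. Of the 10 measures fitted this way, Hspg2 was the only other with a permutation p of at most 0.05 (-1.05, p = 0.029), while Evl gave -1.63 (p = 0.057) and Col4a1 -0.69 (p = 0.086). An age effect on these lists stays a hypothesis. Their scores did not differ detectably in response with own-age sham libraries as the baseline, in a test that could miss a difference. Of 8 basement membrane genes, 5 did differ when adjusted over the list alone.

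Macrophage transcripts were higher after bleomycin although the cells had been depleted of CD45. Of the 12 macrophage genes, 10 were higher in all Aged Bleo libraries than in all Young Sham libraries, where chance gives 0.794% of genes. Lyz2 averaged 4205 ± 847 normalized counts in Young Sham, 35252 ± 14518 in Young Bleo, 12031 ± 8710 in Aged Sham and 80903 ± 62957 in Aged Bleo. Without injury, the macrophage score was also higher in Aged Sham than in Young Sham, by 1.66 (exact permutation test, p = 0.036). In that comparison 6 of the 12 genes were higher without overlap. Whether this bears on the innate immunity score, which rose in the same comparison, was not tested. None of Mmp12, Havcr2 and Siglec1 is among the 12, and RNA of macrophages among the sorted cells is a candidate source of these 3 genes. Expression by injured endothelial cells was not separated from this. The mural score changed by -2.73 in Aged Bleo against Young Sham (exact permutation test, p = 0.016). This argues against a rise of all other cell types alike. A lower endothelial share through added macrophages alone is not excluded by it. The pan-endothelial score changed by -0.19 in the same comparison (exact permutation test, p = 0.016).

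Platelet transcripts were high in Aged Sham, above all in replicate 14. Ppbp had 213604 normalized counts in that library, 59078 and 38048 in replicates 13 and 15, and at most 28452 in Young Sham. All 12 platelet genes had a positive log2 fold change, and 7 of the 12 were higher in all Aged Sham libraries than in all Young Sham libraries. The criterion first set for reading such a list was 9 of 12. It had been relaxed for a time after the value of 7 was known, which would have counted platelets as a source, and was then restored. By the first criterion, platelet RNA cannot be told apart from an age effect on these genes, with 3 libraries in the group and one of them far above the others. Of the 415 genes called higher in Aged Sham, 238 (57.3%) were no longer called without replicate 14. The number of higher genes was 197 without it, but 409 without replicate 13 and 417 without replicate 15. These totals need not hold the same genes. Of all 621 calls, 273 were kept without replicate 14, 394 without replicate 13 and 424 without replicate 15. A smaller group may therefore account for part of the loss. The larger loss without replicate 14 argues against it as the whole cause. Platelet RNA and other features of replicate 14 were not separated as causes of this loss. The dissociation genes leave a similar question open. Their score was higher by 0.65 in Aged Sham (exact permutation test, p = 0.036), 0.39 in Young Bleo (p = 0.079) and 0.90 in Aged Bleo (p = 0.016), which goes with a stronger dissociation response. Of the 10 genes 4 were called higher in Aged Sham, 6 rose and 4 did not. With members that went both ways, a stronger dissociation response cannot be told apart from age.

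The endothelial genes list holds Notch3, which mural cells express. The 7 other mural genes were lower in Aged Sham by -1.07 (exact permutation test, p = 0.036), and Notch3 may fall with a smaller admixture of mural RNA. The other 9 genes of the list changed by -1.23 in Aged Sham (exact p = 0.036). In Young Bleo these 9 genes changed by 0.18 (exact p = 0.159) and the 7 mural genes by -1.52 (exact p = 0.016), but an effect of injury on the 9 genes was not separated from this. Whether mural RNA has a part in their fall with age stays open. In the same way, Dcn, Fbln1, Lum and Mfap5 of the basement membrane list are fibroblast genes. Their score changed by -1.53 in Aged Bleo against Young Sham (exact p = 0.032). That of Lama4, Hspg2, Col4a1 and Eln changed by 0.25 (exact p = 0.524). In Young Bleo the score of Lama4, Hspg2, Col4a1 and Eln rose by 1.49 against Young Sham (exact p = 0.016). It was lower in Aged Bleo than in Young Bleo, with a difference of -1.24 (exact p = 0.029). The age gap after injury was thus not confined to the fibroblast genes. The 8 other fibroblast genes changed by -0.72 in Aged Bleo against Young Sham (exact p = 0.032). Less fibroblast RNA is therefore a candidate source of the basement membrane score below Young Sham.

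Erg was lower in Young Sham than in the other groups. With GC and length offsets, its log2 fold change was at least 0.63 in Aged Sham (adjusted p = 0.026) and 0.62 in Young Bleo (adjusted p = 0.0038) under both versions, which argues against GC content or length as the whole cause there. In Aged Bleo it was 0.54 (adjusted p = 0.0095) with centred offsets, which argues against GC content or length acting on Erg apart from other genes as the whole cause. Without centring it was 0.42 (adjusted p = 0.075), and the median of all genes moved from 0.02 to -0.12. A scaling common to all genes cancels in the ratio of Erg to the 7 other pan-endothelial genes, which was higher in Aged Bleo by 0.84 (exact permutation test, p = 0.032). This argues against such a scaling as the whole cause. The 7 genes themselves changed by -0.29 there, so part of this ratio is theirs. The call had first been required under both versions, and the 2 parts were read apart after both values were known. A lower share of endothelial cells in Young Sham would lower all pan-endothelial genes. Relative to the 7 other pan-endothelial genes, Erg was higher in Aged Sham by 0.85 (exact permutation test, p = 0.036), which argues against that. This test replaced an earlier reading of the 7 genes by their sign alone (-0.16, exact p = 0.107). An effect of age and of injury on Erg stays open as a hypothesis.

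The remaining marker lists gave the following differences in score against Young Sham in Aged Sham, Young Bleo and Aged Bleo, each by exact permutation tests without adjustment. The gCap score changed by -0.48 (exact p = 0.071), 0.75 (p = 0.016) and 0.42 (p = 0.111), and 3 of its 8 genes (Tek, Aplnr and Kit) are also in the study's endothelial list. The lymphatic score changed by -0.03 (exact p = 0.929), 1.10 (p = 0.016) and 0.47 (p = 0.032). The epithelial score changed by 0.39 (exact p = 0.536), 0.55 (p = 0.349) and 0.34 (p = 0.571). The T and B cell score changed by 1.96 (exact p = 0.071), -0.15 (p = 0.762) and 1.07 (p = 0.286), and the neutrophil score by 1.68 (p = 0.107), 0.63 (p = 0.127) and 2.61 (p = 0.016). The sex genes did not separate the groups (-0.19, -0.29 and 0.15, with exact p-values of 0.643, 0.333 and 0.587). In all 16 libraries Xist was at most 39.0 and Ddx3y at least 1359 normalized counts, the pattern of male mice. The study describes animals of both sexes.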
